A study of Mus musculus with 2 samples. Its data were reported in "Sox7‐positive endothelial progenitors establish coronary arteries and govern ventricular compaction" (2023).

How the data were processed

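Nuclei were isolated from snap-frozen, pooled mouse hearts at embryonic day 12.5, sorted by flow cytometry on a DNA stain and captured in droplets with a 3' chemistry that adds a UMI to each captured RNA. There were 2 libraries of 4 hearts each, 1 labelled control and 1 labelled Sox7 iECKO. Groups were taken from the labels. The deposited values are raw UMI counts per gene and nucleus, made by the authors and not normalized, for barcodes already called as nuclei. Per the methods of the study, reads were aligned with STARsolo to the mouse genome mm10 with the gene models of Cell Ranger, with a filter on UMIs that hit several genes. The submitters' processing notes also name Cell Ranger 3.1.0 and the builds mm10, GRCm38, GRCh38 and hg38, with no role for the human builds. Whether introns or strand were used in counting is not given in the sources used here. Intronic RNA forms much of nuclear RNA, so this choice bears on the level of long genes. No mitochondrially encoded gene is among the 27908 genes in the tables, and 48 symbols are shared by more than 1 gene identifier, which were kept apart by identifier.

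Depth was 51791049 UMIs in control and 57696064 in the library labelled Sox7 iECKO, with minima of 3375 and 3140 UMIs per nucleus. No filter was set on nuclei, since the study states none. Clustering followed the pipeline of the study in Seurat 5.3.0 (R 4.3.3, Matrix 1.6.5), with log-normalization, 2000 variable features per library, anchor-based integration, 20 principal components and resolution 0.3 (seed 42), and gave 14 clusters. A cluster was called X-like when at least 3 of the fixed markers of that class were 2-fold higher than in other nuclei, after adding 5 CPM, and its mean log2 fold was the highest of 12 marker sets. Names were withheld where the top 10 genes by fold held more markers of another class than of its own. Cluster 2 had no name because it reached too few markers, and cluster 9 was set aside by its top 10 genes, and differences from the study in shares may come from these rebuilt names. Doublets were scored with Scrublet in scanpy 1.11.5 (30 principal components, expected rate 0.8% per 1000 nuclei), which marked 0 nuclei in either library. The caller had therefore not worked, doublets were kept, and removal of the nuclei with the highest scores was run as an alternative.

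UMIs were summed per class and library and divided by the class total (CPM). The endothelial-like sums held 9990456 and 9653965 UMIs and the cardiomyocyte-like sums 13217555 and 20355988. Levels carry exact Poisson intervals, shares exact Clopper-Pearson intervals, differences of shares Newcombe intervals and log2 ratios exact conditional binomial intervals, all at 95% and for counting error only (Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6, with plots in matplotlib 3.10.9). With 1 library per group no test, p-value or standard error was computed. Ratios are of the library labelled Sox7 iECKO over the library labelled control. A count of 0 was bounded by 3 counts. The size rule took genes with at least 50 UMIs in 1 of both sums, a CPM ratio of at least 2 in either direction and an interval that left out 1, in classes with at least 100 nuclei in each library.

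There were 23 fixed gene lists besides the marker sets. A list was summarised by the median log2 ratio of members with at least 20 UMIs in 1 of both sums, with 0.5 added to each count, by a counting interval from 2000 Poisson draws, and by its percentile among 10000 random lists of the same size drawn from the 100 genes nearest in level to each member. The percentile describes these libraries and is no test. Genes named in the text are list members above that minimum and the 10 highest and 10 lowest ratios of the size rule in each class. Outside this rule, the leading genes of clusters (among their top 10 by fold) and the coding neighbours of Sox7 upstream were named after their values were seen. Ribosomal protein (101), haemoglobin (8) and sex-linked genes were left out of those, and genes without a name of their own were counted but not named, except 4930578I06Rik, which was singled out after its values were seen for its place next to Sox7. For the nuclei positive for Sox7, Sox9 and Gpc3, each nucleus was thinned to 1000 UMIs. Gene positions came from GENCODE vM21 on GRCm38.

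The size rule and the list percentiles were tested on simulated data drawn from the real sums, as Poisson counts around 1 mean per gene shared by both libraries. No variation between pools was simulated, so the values describe counting error and are no error rates for a comparison of 2 pools. In endothelial-like nuclei 66 of 67 genes raised or lowered 2.5-fold passed the rule, 1 of 66 at 1.5-fold did, and 0 of 11216 unchanged genes did, while 95.6% of intervals held the true ratio. In cardiomyocyte-like nuclei these values were 65 of 67, 0 of 66, 0 of 12735 and 95.1%.

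The design, the markers, the gene lists, the rule for genes to name and a first set of other settings were chosen before the data were examined, and the fold and number of markers that name a cluster were set with the data in hand. That first set comprised resolution 0.6, 30 principal components, merging without integration, leaving ribosomal protein, haemoglobin and sex-linked genes and Sox7 out of the features, thinning to 1000 UMIs before clustering, classes by the largest marker score, scaling by TMM factors (edgeR 4.0.16) or without ribosomal protein and haemoglobin genes, means over nuclei, a minimum of 20 UMIs and a ratio of 1.5. A minimum of 6000 UMIs per nucleus, removal of high doublet scores, shares outside cluster 2, the addition of cluster 9 to the endothelial-like class and of cluster 2 to the cardiomyocyte-like class and a list of 40 interferon-stimulated genes were chosen after seeing the data. Read-level use of exons was not analysed here.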

Results

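Single nuclei from whole mouse hearts at embryonic day 12.5 were profiled by droplet RNA-Seq to ask how loss of the transcription factor Sox7 in the endothelium alters cardiac cell populations and their transcripts. There were 2 libraries, each a pool of 4 hearts. One is labelled control, and comes from embryos with floxed Sox7 alleles and no Cre recombinase. The other is labelled Sox7 iECKO, in which a tamoxifen-inducible Cre driven by the endothelial gene Cdh5 removes exon 2 of Sox7. With 1 library per group there was no replicate check and no test between groups. All intervals below are 95% intervals that cover counting error only, and a difference between the libraries is a difference between 2 pools.

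The control library held 6414 nuclei and 51791049 unique molecular identifiers (UMIs, each marking 1 captured RNA molecule), with a median of 6042 UMIs and 2965 genes per nucleus. The library labelled Sox7 iECKO held 5749 nuclei and 57696064 UMIs, with medians of 9011 UMIs and 3641 genes. The depth gap lay mostly at the low end, since 49.5% of control nuclei and 17.0% of the other nuclei had fewer than 6000 UMIs. Of the 27908 genes listed, 22149 and 22324 had at least 1 UMI in the respective libraries. Ribosomal protein genes took 2.26% and 2.64% of UMIs, and haemoglobin genes 2.34% and 2.88%.

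**Figure D1:**
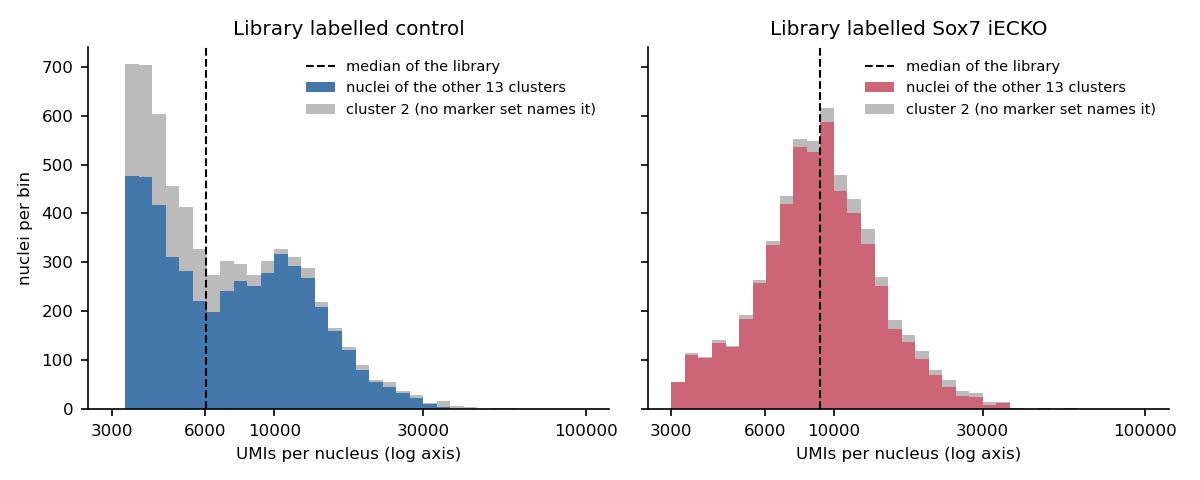
Nuclei per bin (vertical axis) against UMIs per nucleus (log horizontal axis) in the library labelled control and the library labelled Sox7 iECKO, with cluster 2, which no marker set names, in grey and the library median as a dashed line. The control median of 6042 UMIs lies below the 9011 of the other library, and cluster 2, with a control median of 4614 UMIs, reaches over the range of depths.

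Sox7, the gene targeted in the design, had more UMIs in the library labelled Sox7 iECKO. Endothelial-like nuclei held 948 Sox7 UMIs in control and 6970 in the other library, which is 94.9 CPM (UMIs scaled to the class total, interval 88.9 to 101) against 722 CPM (705 to 739), a ratio of 7.61. The log2 ratio was 2.93 (2.83 to 3.03). Sox7 also differed in the same direction in cluster 9, another cluster rich in endothelial transcripts, at 103 and 536 CPM. In cardiomyocyte-like nuclei, where Sox7 was near background, the values were 5.60 and 7.47 CPM. The targeted gene therefore went against its label, so groups are called by their labels throughout and each direction given here rests on those labels. The counts are of RNA captured near 3' ends and summed over the whole gene. They do not separate the deleted exon from the rest, so a tag outside the deleted part checks nothing about the deletion.

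Sox7 (ENSMUSG00000063060) lies on the plus strand of chromosome 14 from 63943673 to 63950732 (GRCm38, GENCODE vM21). Its exon 1 spans 63943673 to 63943993 and its exon 2 spans 63947755 to 63950732, holding the remaining coding sequence and the 3' untranslated region. A pair of genes downstream differed even more than Sox7 in endothelial-like nuclei. The minus-strand transcript 4930578I06Rik, whose annotated 3' end lies 18.6 kb beyond Sox7, had 0 UMIs in control and 334 in the library labelled Sox7 iECKO, at least 115-fold higher against a floor of 3 counts over the class. The exact interval of its log2 ratio starts lower, at 6.54. Rp1l1 (ENSMUSG00000046049), a plus-strand gene at 63992506 to 64035025 that is best known from the retina, had 4 and 2660 UMIs, a log2 ratio of 9.43 (8.07 to 11.30). Upstream of Sox7, Pinx1 had a log2 ratio of -0.18 (-0.38 to 0.02) and Xkr6 of -0.11 (-0.23 to 0.01). Whether counting used strand is not given in the sources used here, so UMIs of 4930578I06Rik could not be separated from RNA of the other strand.

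**Figure D2:**
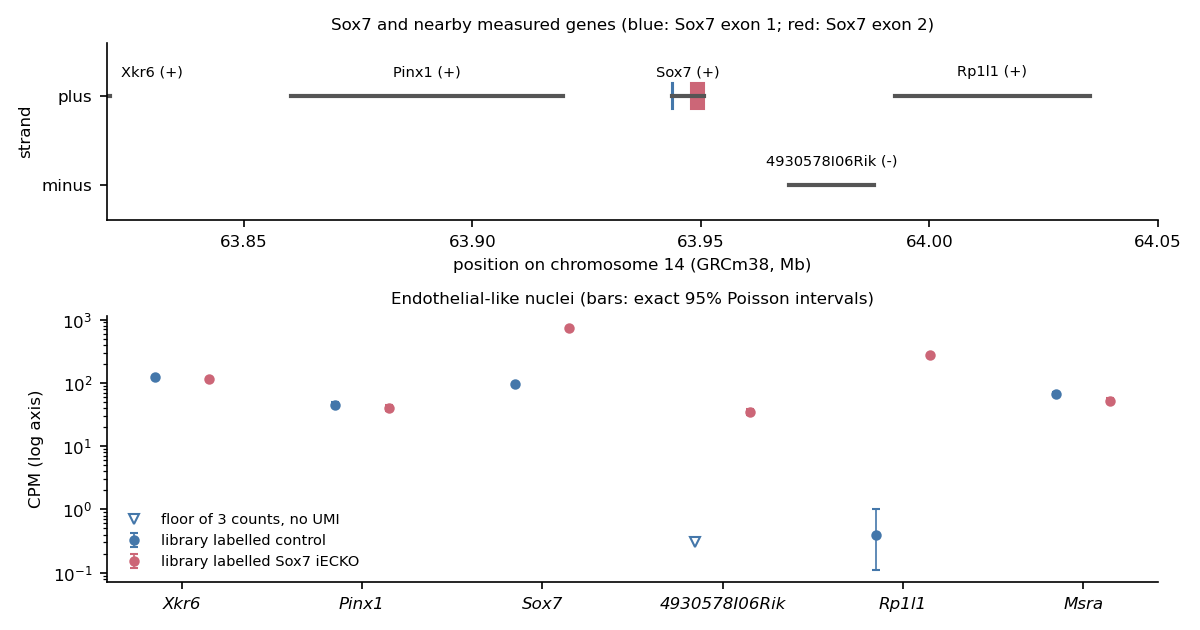
Upper panel, Sox7 with its exons and nearby measured genes by strand on chromosome 14 (GRCm38, position in Mb). Lower panel, CPM of each gene in endothelial-like nuclei on a log axis for the library labelled control and the library labelled Sox7 iECKO, with exact 95% Poisson intervals as bars and an open triangle for the floor of 3 counts where no UMI was seen, showing Sox7 at 94.9 and 722 CPM and Rp1l1 at 0.400 and 276 CPM.

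By cluster, erythroid-like and macrophage-like nuclei made up a larger share of the library labelled Sox7 iECKO. Both differences nearly vanished by the largest marker score (0.179 and 0.0581 points), and the erythroid one with at least 6000 UMIs (0.147). Cardiomyocyte-like nuclei also took a larger share unless cluster 2, which no marker set names, was counted with them. The endothelial-like share depended on how the class was drawn. Cardiomyocyte-like nuclei were 1291 of 6414 in control (20.1%, 19.2 to 21.1) and 1950 of 5749 in the other library (33.9%, 32.7 to 35.2), a difference of 13.8 percentage points (12.2 to 15.4). Erythroid-like nuclei, defined by haemoglobin genes, Slc4a1 and Alas2, were 2.34% (1.98 to 2.74) and 6.04% (5.43 to 6.68). Macrophage-like nuclei, defined by Ptprc, Csf1r and Mrc1, were 1.09% (0.852 to 1.38) and 2.66% (2.26 to 3.11). Endothelial-like nuclei, defined by Pecam1, Cdh5, Emcn and related genes, were 17.2% (16.3 to 18.1) and 16.9% (16 to 17.9), a difference of -0.27 points (-1.61 to 1.07). Mesenchymal-like nuclei were 19.8% and 16.1%, epicardial-like nuclei 11% and 9.98%, mural-like nuclei 2.03% and 2.99%, and megakaryocyte-like nuclei 1.45% and 1.64%.

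These shares moved with 1 cluster and with depth. Cluster 2 was nearest to the cardiomyocyte set, at 10618 CPM in control against 6852 in other control nuclei, but had none of these markers at 2-fold or more over other nuclei, and so got no name. Its leading genes included Alpk3, Gja1, Sorbs2, Abtb2, Prdm16, Ntn1 and Trim55. Of these, Ntn1 also led cardiomyocyte-like cluster 4 and Prdm16 cardiomyocyte-like cluster 7. Cluster 2 held 1383 control nuclei (21.6%, 20.6 to 22.6) and 339 nuclei of the other library (5.90%, 5.30 to 6.54), with median depths of 4614 and 11440 UMIs. As it was mostly 1 library, it may be that library and not a type. The set nearest to the unnamed cluster changed with the setting. It was again cardiomyocyte at resolution 0.6 and epicardial with 30 principal components. It was endothelial with the listed genes left out of the features, with at least 6000 UMIs and with merged libraries, where a smaller unnamed cluster was nearest to epithelial. It was mesenchymal with thinning and epithelial with high doublet scores removed. With cluster 2 added, cardiomyocyte-like nuclei were 2674 of 6414 in control (41.7%, 40.5 to 42.9) and 2289 of 5749 in the other library (39.8%, 38.5 to 41.1), and the difference turned to -1.87 points (-3.62 to -0.125). This turn follows from the difference of cluster 2 itself, -15.7 points against 13.8 for the class, and does not show that its nuclei are cardiomyocytes. Among nuclei outside it, cardiomyocyte-like nuclei were 25.7% and 36%, erythroid-like nuclei 2.98% and 6.41%, macrophage-like nuclei 1.39% and 2.83%, and endothelial-like nuclei 21.9% and 18.0%. The erythroid and macrophage differences were close to 0 when each nucleus took the class of its highest marker score, at 9.82% and 10.0% for erythroid and 1.86% and 1.91% for macrophage, while the endothelial share by that score was 28.1% and 20.5%. In that scoring 111 of 630 control erythroid nuclei lay within 0.1 of another marker set, against 31 of 575 in the other library. For macrophage nuclei these counts were 20 of 119 and 7 of 110, and for endothelial nuclei 151 of 1802 and 45 of 1177. The endothelial class has a separate coronary set, so its counts may include nuclei close between these sets of the same class. Among nuclei with at least 6000 UMIs the erythroid-like share was 1.76% and 1.91%, the cardiomyocyte-like share 33.4% and 39.5%, and the endothelial-like share 20.7% and 17.9%. Sox7 itself was among the genes used for clustering, and without it and the haemoglobin genes the endothelial-like share was 19.8% and 20.4%.

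**Figure D3:**
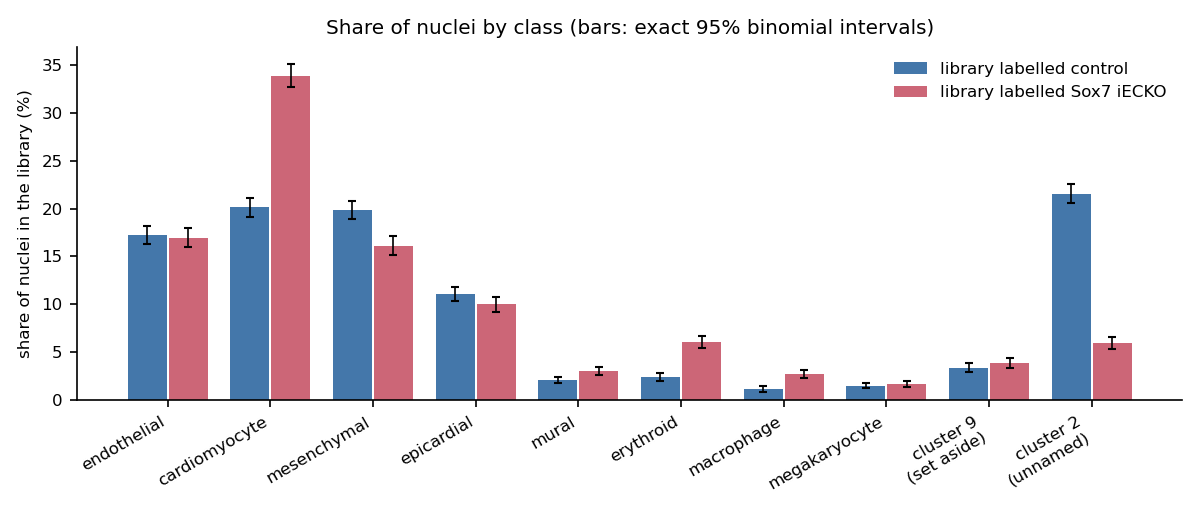
Share of nuclei (vertical axis, percent of the library) in each class for the library labelled control and the library labelled Sox7 iECKO, with exact 95% binomial intervals as error bars. The cardiomyocyte-like share was 20.1% and 33.9%, and cluster 2, which no marker set names, held 21.6% and 5.90%.

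The endocardial progenitor question was addressed through Gpc3, a glypican of the cell surface, and Sox9, a regulator of cushion mesenchyme. Cluster 9 was the highest for both among clusters rich in endothelial transcripts, with Gpc3 at 113 and 82.6 CPM and Sox9 at 27.3 and 13.3 CPM. It held 213 control nuclei (3.32%, 2.90 to 3.79) and 221 nuclei of the library labelled Sox7 iECKO (3.84%, 3.36 to 4.37), a difference of 0.523 points (-0.137 to 1.19). Its leading genes included Wnt9b, Wnt4, Aqp1 and the neuronal gene Stmn2. It was set aside from the endothelial-like class because its top 10 genes held 1 neural marker, Stmn2, and no endothelial marker of the fixed set, although 11 of 12 endothelial markers were at least 2-fold higher in it than in other nuclei. Some other clusters had more of both genes, such as cluster 2 (Gpc3 854 and 873, Sox9 46.1 and 26.6 CPM) and mesenchymal-like cluster 1 (1234 and 1332, 220 and 173 CPM). The study reports a marked reduction of its progenitor cluster, which it describes as sharing signals with other populations. Cluster 2 also had a smaller share in the library labelled Sox7 iECKO. No cluster here was matched to that of the study, so cluster 9 alone does not test the reduction.

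Nuclei with UMIs of Sox7, Sox9 and Gpc3 together were not detectable at a matched depth of 1000 UMIs per nucleus, at 0 of 1103 endothelial-like nuclei in control and 0 of 973 in the library labelled Sox7 iECKO. These counts allow shares of nuclei with a UMI of each gene of up to 0.272% and 0.308% (3 counts of each total), and no nucleus was left out as too shallow. The exact intervals end higher, at 0.334% and 0.378%. At this depth Sox7 was seen in 8.43% and 46.6% of the nuclei, Sox9 in 1.90% and 0.617%, and Gpc3 in 11.5% and 3.49%. Independent detection would give 0.0185% and 0.0100% for all 3, so a count of 0 was likely in both libraries and this depth cannot compare them. Gpc3 was seen in 52.4% and 50.8% of cardiomyocyte-like nuclei, so free RNA can add to its share. At 2000 UMIs per nucleus 4 control nuclei (0.363%, 0.0989 to 0.926) and 1 of the other library (0.103%, 0.0026 to 0.571) held all 3 genes. Without thinning, 22 of 1103 (1.99%, 1.25 to 3.0) and 26 of 973 (2.67%, 1.75 to 3.89) held all 3 genes, at median depths of 8486 and 9319 UMIs. The order of the libraries thus differed between these 2 settings, on 4 and 1 nuclei at 2000 UMIs, and the intervals overlap at each. In the unthinned nuclei Sox7 alone was seen in 48.3% and 95.2%, Sox9 in 9.16% and 5.04% and Gpc3 in 36.4% and 28.4%, and independent detection would give 1.61% and 1.36% for all 3. The triple share thus mixes a higher detection of Sox7 with a lower detection of Sox9 and Gpc3 in the library labelled Sox7 iECKO. In cardiomyocyte-like nuclei, which should lack this combination, the share was 0.620% and 0.256% at median depths of 9099 and 9463.5 UMIs. It was 3.46% and 3.78% in mesenchymal-like nuclei and 2.35% and 1.36% in cluster 9.

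In endothelial-like nuclei, hypoxia genes were higher and several arterial and endocardial genes were lower in the library labelled Sox7 iECKO. Of 11532 genes with at least 50 UMIs in either sum, 234 were at least 2-fold higher in CPM and 156 at least 2-fold lower, each with an interval that left out 1. These are sizes and not calls, since no test was possible, and by the largest marker score the balance turned to 172 higher and 184 lower. The highest named ratios after Rp1l1 belonged to Cyp17a1, a steroid hydroxylase (log2 ratio 3.42, 2.86 to 4.04), the cell surface glycoprotein gene Thy1 (3.36), the cytokine gene Tnfsf11 (3.31) and the cadherin Cdh10 (3.22, from 92 to 830 UMIs). Isg15, an interferon-induced ubiquitin-like modifier, had 48 and 392 UMIs (3.08, 2.64 to 3.54). Pid1 (3.03) and Cd274, which encodes PD-L1 (3.05), came next. The lowest ratios belonged to Slc5a7 (-3.88), Vwf, the von Willebrand factor gene (897 and 67 UMIs, -3.69, -4.07 to -3.33), the basement membrane collagen Col15a1 (-3.56), Onecut2 (-3.41), Rassf10 (-2.92), the carbonic anhydrase Car4 (-2.86) and the tight junction gene Ocln (-2.69). Among more abundant transcripts, Slc22a23 had 10097 and 1684 UMIs (-2.53).

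**Figure D4:**
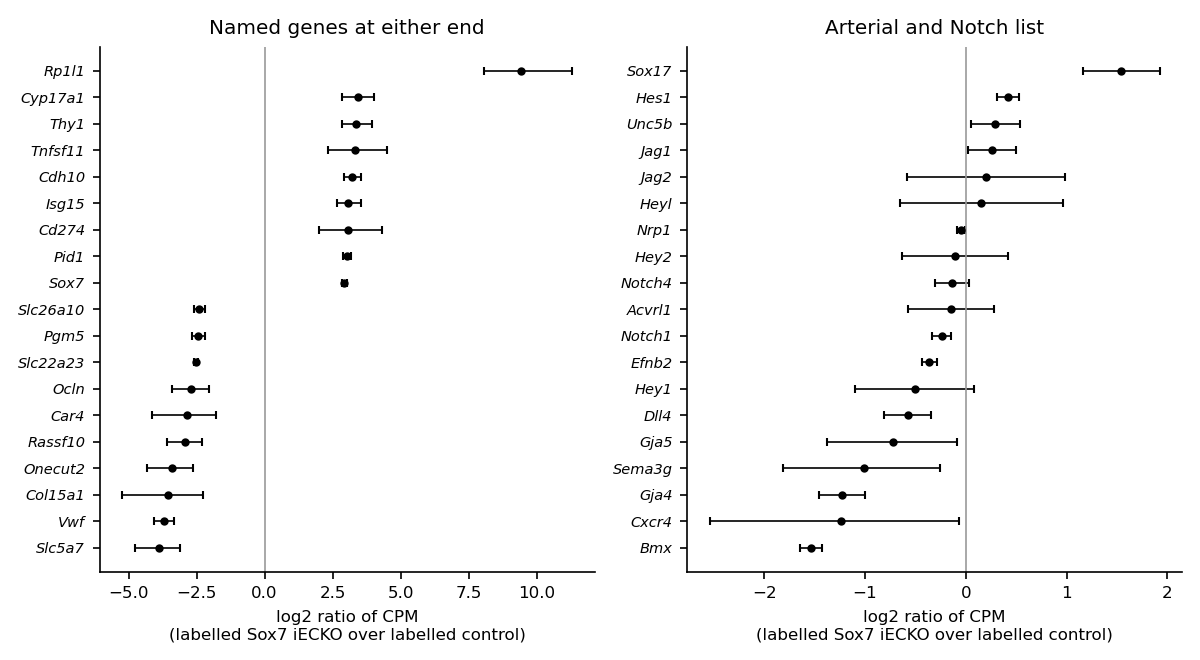
Log2 ratio of CPM (labelled Sox7 iECKO over labelled control, horizontal axis) in endothelial-like nuclei for genes of the size rule and of the fixed lists, with exact 95% counting intervals as bars. Vwf lies at -3.69 and Gja4 at -1.23, and Isg15 lies at 3.08.

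Genes of arterial identity and the Notch pathway lay slightly below other genes of similar level, and individual arterial genes differed more than the group. The median log2 ratio of the 19 measured members was -0.14 (-0.36 to -0.07), at the 0.82 percentile of random lists matched on level, with 4 intervals above 0, 9 below and 6 that held 0. Gja4, which encodes connexin 37, had 547 and 226 UMIs (-1.23, -1.46 to -1.0). Dll4, a Notch ligand, had 393 and 255 (-0.57, -0.81 to -0.34), the connexin 40 gene Gja5 had 58 and 34 (-0.72), and the kinase gene Bmx had 2846 and 949 (-1.54). In the other direction, Hes1 had a log2 ratio of 0.42, Unc5b of 0.29 and Jag1 of 0.26. UMIs of the 3 SoxF genes were all higher in the library labelled Sox7 iECKO, with Sox17 at 80 and 224 UMIs (1.53) and Sox18 at 107 and 152 (0.56). Their median was 1.53 (1.18 to 1.94), the value of Sox17. Sox7 is counted here although its UMIs, summed over the whole gene, do not show an intact transcript. In cluster 9 the intervals of Sox17 (0.30, -0.27 to 0.89) and Sox18 (0.56, -0.25 to 1.40) held 0.

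Endocardial and general endothelial genes were mostly lower in the same nuclei. The endocardial list had a median of -0.27 at the 0.345 percentile, with 8 of 13 intervals below 0, led by Npr3, a natriuretic peptide receptor of the endocardium (12413 and 5850 UMIs, -1.04), Tmem100 (-0.95) and Ebf1 (-0.92), while Hapln1 (1.12) and Nrxn3 (0.59) were higher. Of 16 pan-endothelial genes, 10 intervals lay below 0, among them Esam (-0.66), Ptprb (-0.57), Tie1 (-0.45) and Tek (-0.40), 4 lay above 0, Emcn (0.20) among them, and the median was -0.21 (-0.26 to -0.13). The coronary endothelial list had a median of -0.50, with Car4, Aplnr (-1.23) and Cldn5 (-0.42) lower and Apln (0.96) higher. The venous and lymphatic list had a median of -0.09 at the 11.9 percentile, with Nr2f2 at -0.35 and Lyve1 at 1.11. Pdgfra (-1.13), Sox9 (-0.89) and Gpc3 (-0.50), which the study ties to its endocardial progenitors, were lower, and as they were chosen on these samples they are no independent evidence. They had been listed with the valve and cardiac factor gene Tbx20 (-0.03), and the median of the 4 was -0.69 (-0.88 to -0.45). The summed endothelial marker set of the class was 7326 and 5955 CPM.

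Genes of low oxygen response and energy metabolism were higher in endothelial-like nuclei of the library labelled Sox7 iECKO. The hypoxia list had a median of 0.67 (0.47 to 0.77), above all 10000 random lists, with 9 of 10 intervals above 0. Ldha, the lactate dehydrogenase A gene, had 987 and 1567 UMIs (0.72), Egln3, an oxygen sensor, 0.77, Vegfa 0.63 and the glycolytic gene Pgk1 0.54. Oxidative phosphorylation (median 0.22, 12 of 16 intervals above 0), nuclear long noncoding RNA (0.29, 4 of 5) and sarcomere genes (0.34, 11 of 15) were higher too, and in these nuclei RNA of the erythroid marker set was 10864 and 13842 CPM and that of the cardiomyocyte set 901 and 971 CPM. Signals between endocardium and myocardium had a median of 0.26, with 12 of 19 intervals above 0, Hbegf (0.68) and Fgf2 (0.70) among them, and the neuregulin receptor Erbb4 at -1.44. Immediate early genes had a median of 0.41, proliferation genes of 0.08, cushion and endothelial-to-mesenchymal genes of 0.10 (Cdh2 1.05, Has2 0.79, Msx1 -1.59), Wnt and Bmp genes of -0.19 and extracellular matrix genes of -0.14 (Fn1 -0.73, Col3a1 0.58). Regulators of haematopoiesis stood at 0.02 and the 31.2 percentile, with 4 intervals above 0 and 5 below, while the megakaryocyte marker set had a median of 0.99 at the 99.9 percentile (3 of 3 intervals above 0) and the epicardial marker set one of 0.50 at the 98.2 percentile (2 of 7). The megakaryocyte set has 7 genes. Those with too few UMIs went both ways, with Cd226 at 12 and 3, Tubb1 at 7 and 2, Gp1bb at 5 and 14 and Ppbp at 8 and 12 UMIs. Trabecular, compact, calcium handling and cardiac transcription factor lists, read here as RNA of another type, had medians of 0.34, 0.11, 0.01 and -0.28. The sex-linked list had 1 measurable member and no median.

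**Figure D5:**
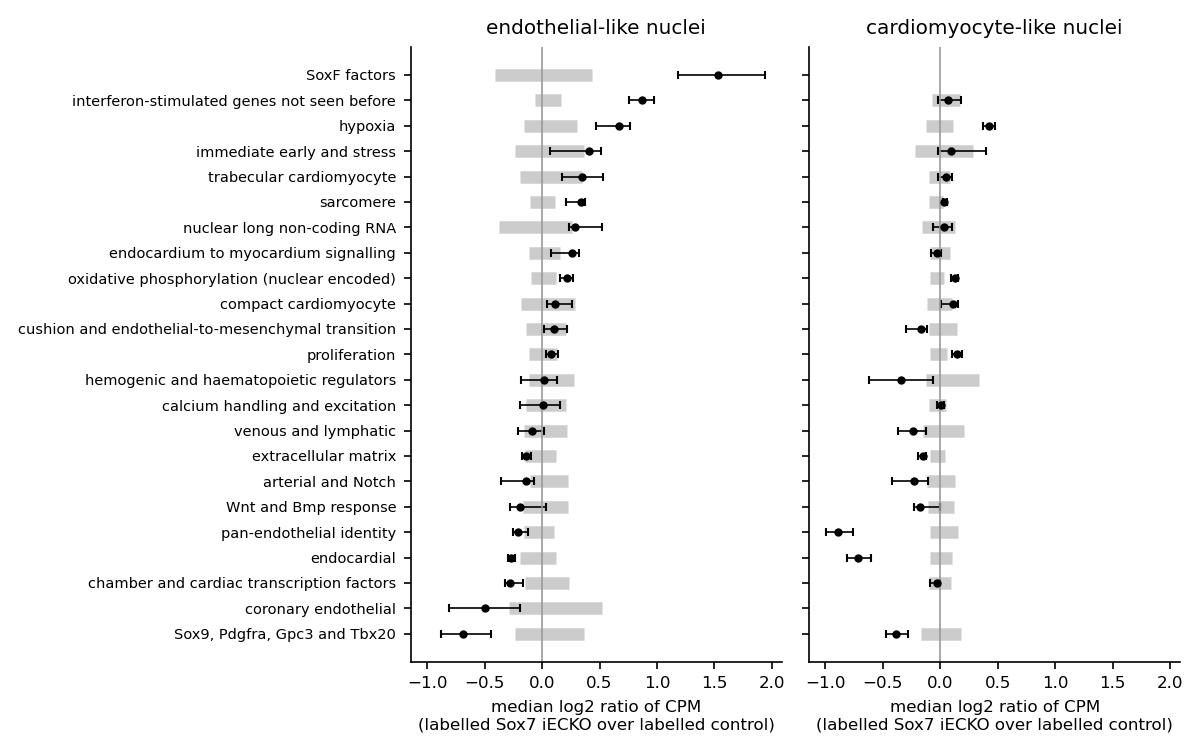
Median log2 ratio of CPM (labelled Sox7 iECKO over labelled control, horizontal axis) of each fixed gene list in endothelial-like and cardiomyocyte-like nuclei, as points with counting intervals, over grey bars that span the middle 95% of random lists of like size and level. The hypoxia list lies right of its grey bar in both classes, at 0.67 and 0.43.

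In cardiomyocyte-like nuclei the question was whether genes of the trabecular and compact layers of the ventricle differed, and both lists lay close to 0, though the trabecular median was 0.28 with cluster 2 added. The trabecular list had a median log2 ratio of 0.05 (-0.02 to 0.10) at the 91.3 percentile, with 3 of 10 intervals above 0, 2 below and 5 that held 0. Nppa, the atrial natriuretic peptide gene, had 13070 and 24480 UMIs (0.28), Irx3 a log2 ratio of 0.38 and Sema3a of -0.23. The compact list had a median of 0.11 (0.00 to 0.16) at the 98.4 percentile, with Hey2, a Notch effector of compact myocardium, at 1412 and 2865 UMIs (0.40, 0.31 to 0.49), Mycn at 0.22 (-0.04 to 0.47) and the potassium channel gene Kcnd2 at -0.12 (-0.15 to -0.08). The study reports lower levels of Hey2, Mycn and Kcnd2 in a cardiomyocyte cluster of its own from these same samples, which was not matched here, so they are no independent evidence. Over the whole class Hey2 lay in the other direction, and the interval of Mycn held 0. The class value of Hey2, 0.40, was above its value in each cardiomyocyte-like cluster (0.27, -0.68, -0.06 and 0.37 in clusters 4 to 7). It therefore reflects in part the mix of clusters in each library, and does not test a decrease within a single cluster.

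The cardiomyocyte-like class was made of different clusters in the 2 libraries, and its list values differed between them. The most control nuclei, 400, were in cluster 5, with leading genes such as Vsnl1 and Shox2, and the most nuclei of the library labelled Sox7 iECKO, 773, were in cluster 4, which held 386 in control. Clusters 4, 5, 6 and 7 took 6.02%, 6.24%, 4.52% and 3.35% of control nuclei and 13.4%, 6.09%, 7.08% and 7.31% of the others. The log2 ratio of Hey2 was 0.27, -0.68, -0.06 and 0.37 in these clusters, that of Nppa 0.13, 0.50, 0.56 and -0.01, and that of Kcnd2 -0.42, 0.34, -0.07 and -0.20. The compact list had medians of 0.12, -0.32, -0.06 and -0.02 and the trabecular list of -0.01, 0.13, 0.16 and 0.00.

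Hypoxia genes were higher in cardiomyocyte-like nuclei as well, and fewer single genes passed the size rule than in endothelial-like nuclei. Of 12997 genes with at least 50 UMIs, 64 were at least 2-fold higher and 71 at least 2-fold lower, a balance that turned to 72 and 39 among nuclei with at least 6000 UMIs and was 79 and 343 with cluster 2 added. The hypoxia list had a median of 0.43 with 8 of 10 intervals above 0, among them the glucose transporter Slc2a1 (0.49), Bnip3 (0.46) and Vegfa (0.42), and its median was 0.34, 0.53, 0.47 and 0.37 in clusters 4 to 7. Proliferation genes had a median of 0.14 with 10 of 14 intervals above 0 (Top2a 0.24, Kif20b 0.36), and oxidative phosphorylation of 0.13 with 11 of 16. The sarcomere list stood at 0.03, calcium handling at 0.01, cardiac transcription factors at -0.03 (Irx4 0.48, Nkx2-5 0.23), signalling at -0.03, immediate early genes at 0.09, nuclear long noncoding RNA at 0.03, extracellular matrix at -0.15 and Wnt and Bmp genes at -0.18. The heat shock genes Hspa1b (7 and 115 UMIs, 3.42) and Hspa1a (11 and 155, 3.19) led the higher end after Rp1l1, which had 1 and 63 UMIs (5.35, 2.82 to 10.68), followed by Isg15 (13 and 113 UMIs), Platr15 (1.96), the calcium-sensing receptor gene Casr (1.76), Nrn1 (1.67), the Wnt antagonist gene Dkk2 (1.56) and Fos (1.56). Rp1l1 stood at 3.09 CPM here and at 276 CPM in endothelial-like nuclei of the library labelled Sox7 iECKO, so RNA of those nuclei is not excluded as its source.

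Some of the genes lower in cardiomyocyte-like nuclei belong to other cell types. Vwf (-2.52), Ldb2 (-2.11) and Ebf1 (2241 and 937 UMIs, -1.88) were among the lowest, with Hmgcs2 (-1.66). In these nuclei the endothelial marker set summed to 401 and 189 CPM (log2 ratio -1.08, -1.14 to -1.02), and the same set was 1374 and 807 CPM in mesenchymal-like and 1450 and 764 CPM in epicardial-like nuclei. Lists of endothelial genes moved with it, at medians of -0.89 for pan-endothelial, -0.72 for endocardial, -0.23 for arterial and Notch, -0.24 for venous and lymphatic, -0.34 for haematopoietic, -0.17 for cushion and -0.38 for the list of Sox9, Pdgfra, Gpc3 and Tbx20. The SoxF, coronary and sex-linked lists had 2 measurable members each and no median.

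Single genes differed in the remaining classes too, all as values of 2 libraries. Of 10947 genes in epicardial-like nuclei, 32 were at least 2-fold higher and 220 at least 2-fold lower, and the lowest named were the epithelial genes Grhl2 (68 and 1 UMIs, -6.39, -11.71 to -3.86), Cdh1 (50 and 2, -4.95, -8.03 to -3.02) and Epcam (118 and 6, -4.60). Most of these control UMIs, 50, 43 and 96, came from 22 control nuclei that formed an epithelial cluster at resolution 0.6, which held 0 nuclei of the other library, and the epithelial marker set had a median of -4.77 in the class. At that resolution clusters with epicardial markers held 791 and 128, 186 and 382, and 54 and 100 nuclei of the respective libraries, so values of the class may reflect a different make-up. In mesenchymal-like nuclei 22 genes were higher and 93 lower by this rule, of 11786, with Hhip, a hedgehog-binding protein gene, at 101 and 4 UMIs (-4.60), Fendrr at -3.00 and the smooth muscle myosin gene Myh11 at -2.72. Mural-like nuclei had 33 and 14 such genes of 6032, with Cntn5 at 3.02. Erythroid-like nuclei had 243 and 13 of 3824, where the median of all genes was itself 0.24, and Timp2 (2.64), Isg15 (2.56) and Stat1 (2.09) were among the highest. In these nuclei the erythroid marker set was 494567 and 442528 CPM, while sets of other types were higher in the library labelled Sox7 iECKO, at 1889 and 3555 CPM for cardiomyocyte, 841 and 1572 CPM for mesenchymal and 101 and 187 CPM for epicardial genes. Cluster 9 had 101 and 104 of 7451, with Ano3 at 3.73, Pthlh at 2.34 and the cell cycle inhibitor gene Cdkn1a at 1.86, and Fbln5 at -3.31 and Vwf at -3.09.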

Values the study reported

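The study reported that 6,414 control nuclei and 5,986 Sox7 iECKO nuclei entered its downstream work, and that its alignment gave UMI counts for 33,939 genes. It described 13 clusters of cells. Within its C2 endocardial progenitor cluster, about 6% of cells were stated to be positive for Sox7, Sox9 and Gpc3 together.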

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

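The tests with at least 6000 UMIs per nucleus, with the highest doublet scores removed, outside cluster 2, with cluster 9 added, with cluster 2 added to the cardiomyocyte-like class, and every setting tried for the share of cluster 2 were chosen only after the result was seen. No paired analysis was possible because the groups share only replicate number 1. Scrublet marked 0 nuclei, no nucleus had fewer than 1000 UMIs and no mitochondrially encoded gene is listed, so the planned removal of called doublets and the planned filter on nuclei changed nothing and gave no value. Leaving out the cluster highest for Gpc3 and Sox9 changed nothing either, since cluster 9 was already outside the class. The macrophage share had no value with thinning before clustering or with at least 6000 UMIs. Sox7 in endothelial-like nuclei kept its direction in all 7 alternatives (2.84 to 2.99), the arterial and Notch median in all 7 (-0.22 to -0.08), the trabecular median in all 7 (0.02 to 0.28, the highest with cluster 2 added) and the compact median in all 7 (0.04 to 0.14). Depth bears on the shares, with 49.5% of control nuclei and 17.0% of the others below 6000 UMIs.

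Differences of shares (labelled Sox7 iECKO minus labelled control, in percentage points) moved beyond their counting intervals as follows, and the cause was not tested. With at least 6000 UMIs they were -2.76 for endothelial, 6.13 for cardiomyocyte, 0.147 for erythroid, -0.706 for the cluster highest for Gpc3 and Sox9 and -4.76 for the cluster without a name. By the largest marker score they were -7.62 for endothelial, 8.40 for cardiomyocyte, 0.179 for erythroid and 0.0581 for macrophage. With 30 principal components they were 9.73 for cardiomyocyte, 4.60 for erythroid, 0.648 for macrophage and -23.8 for the unnamed cluster. With the listed genes left out of the features they were 11.4 for cardiomyocyte and -25.7 for the unnamed cluster, and at resolution 0.6 the cardiomyocyte value was 11.7. Thinning before clustering gave 4.43 for erythroid and -27.4 for the unnamed cluster, which was -27.9 with merged libraries. Removing high doublet scores gave 1.11 for endothelial and -29.7 for the unnamed cluster. Outside cluster 2, by construction a smaller total for control, the values were -3.94 for endothelial, 10.4 for cardiomyocyte and -0.149 for the cluster highest for Gpc3 and Sox9. With merged libraries and with thinning that cluster was the whole endothelial-like class. With cluster 2 added the cardiomyocyte difference changed sign, at -1.87, which follows from the -15.7 points of cluster 2 itself. The share positive for Sox7, Sox9 and Gpc3 differed by 0 points at 1000 UMIs per nucleus, a depth too low to compare the libraries. It differed by 0.678 points without thinning, where more UMIs are read per nucleus, and by -0.26 points at 2000 UMIs, which lay within the counting interval.

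Against 390 genes past the size rule in endothelial-like nuclei, 624 passed with at least 20 UMIs (402 higher, 222 lower) and 1108 at a ratio of 1.5 (681 higher, 427 lower), because both settings admit more genes. In cardiomyocyte-like nuclei 135 genes (64 higher, 71 lower) became 292 (163 higher, 129 lower) and 657 (381 higher, 276 lower) for the same reason, and 244 with means over nuclei (90 higher, 154 lower, or 36.9% higher against 47.4%), where the cause was not tested. Scaling by TMM factors gave 383 and 137 genes, with 56.7% of the endothelial genes higher against 60.0%. By the largest marker score 172 endothelial genes were higher and 184 lower (48.3% higher), with 230 of the 390 shared, and 76 of the 135 cardiomyocyte genes were shared. With at least 6000 UMIs per nucleus the endothelial balance was 283 and 116 (70.9% higher, 313 shared) and the cardiomyocyte balance 72 and 39 (88 shared), and with the highest doublet scores removed the latter was 58 and 92. With cluster 2 added 422 cardiomyocyte genes passed (79 higher, 343 lower, or 18.7% higher, 104 shared). The cause was not tested.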

Other observations

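The tests of low depth, of mixed cell types and of doublets in cluster 2 and both tests at the Sox7 locus were chosen only after the result was seen. The tests on interferon genes, on free RNA and on cluster 6 were written before their values were computed.

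Genes induced by interferon were higher in several classes of the library labelled Sox7 iECKO. After Isg15 was seen among the highest ratios, a list of 40 other interferon-stimulated genes was tested with the hypothesis that an interferon-type response may extend beyond the genes first seen. In endothelial-like nuclei its 32 measured members had a median log2 ratio of 0.87 (0.76 to 0.98), above all 10000 random lists, with 28 intervals above 0 and none below. Irf7, a master regulator of interferon genes, had a log2 ratio of 1.88, Oas1a, a sensor of double-stranded RNA, 2.40, Ifit3b 2.71, Ddx60 1.78 and Bst2, which tethers virus particles, 0.87 (877 and 1551 UMIs). The median was 1.2 in erythroid-like nuclei (7 of 13 intervals above 0, where the median of all genes was 0.24), 0.54 in cluster 9 (9 of 23) and 0.20 in mesenchymal-like nuclei (10 of 25), 3 classes at or above the 95th percentile. It was 0.22 at the 53.5 percentile in mural-like nuclei (4 of 12), 0.07 at the 60.3 percentile in cardiomyocyte-like nuclei and 0.04 at the 77.9 percentile in epicardial-like nuclei. With 1 pool per group, genotype, litter, Cre and library cannot be told apart as the source, and a difference between classes was not tested.

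The hypoxia list also had medians above 0 in other classes, at 0.43 in mesenchymal-like nuclei (7 of 10 intervals above 0), 0.67 in epicardial-like nuclei (6 of 8), 0.51 in mural-like nuclei (2 of 8), 0.74 in erythroid-like nuclei (5 of 8, against a median of 0.24 over all genes) and 0.17 in cluster 9 (2 of 8), where it stood at the 72.2 percentile. Vwf was lower in endothelial-like nuclei (-3.69), cluster 9 (-3.09), mesenchymal-like nuclei (-2.88) and cardiomyocyte-like nuclei (-2.52). No explanation was tested for either.

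Cluster 2 held 21.6% of control nuclei and 5.90% of the nuclei labelled Sox7 iECKO, and its tests were first written for a loss of nuclei from the cluster highest for Gpc3 and Sox9, where no such difference appeared, and were then turned to cluster 2. Doublets as the source of most control nuclei are argued against by their median of 4614 UMIs, below the 7071 of other control nuclei, but may make up part of the cluster, as 10.3% of its control nuclei and 22.7% of the others, with a median of 11440 UMIs, had the highest Scrublet scores. Free RNA of 1 composition in every barcode is argued against by a median dispersion of 6.03 over nuclei, where 1.5 or less was predicted. By set the dispersion ran from 1.79 for epicardial to 220 for erythroid markers. Free RNA in part of the cluster is not excluded, since other nuclei in it would raise these values. A mixture of nuclei of several types remains open, as 5 of 6 marker sets lay between the named classes and within 2-fold of other control nuclei, with the epicardial set at 0.495 and the cardiomyocyte set at 1.55 of their level, and cardiomyocytes short of their markers are not excluded. Low depth near the calling limit of control could also contribute, and the test set for it does not decide. The median of cluster 2 was 0.653 of that of other control nuclei, between both bounds set. The lower bound could hardly be met, since no control nucleus had fewer than 3375 UMIs. The difference in share of the unnamed cluster was -15.7 points in the main setting, -4.76 with at least 6000 UMIs and -27.4 with thinning to 1000 UMIs. Low depth cannot be told apart from a difference of genotype, which the single pools leave untested.

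More UMIs of Sox7 and of the genes beyond it were counted in the library labelled Sox7 iECKO. For Rp1l1, on the strand of Sox7, transcription running on past a deleted 3' end is a candidate explanation, since the larger log2 ratio of both upstream coding genes was -0.11 while Rp1l1 stood at 9.43, and Rp1l1 had 38.2 to 46.1 UMIs per 100 Sox7 UMIs across classes of the library labelled Sox7 iECKO against 0 to 1.35 in control. For 4930578I06Rik, on the other strand, this stays open because the strand used in counting is unknown. An exchange of labels predicts the Sox7 log2 ratio of 2.93 as well, and gene-level counts, which do not show the deleted exon, cannot exclude it. An exchange would place the Rp1l1 UMIs in hearts without Cre, where running on past a deleted 3' end could not explain them. Gja4 (-1.23), Gja5 (-0.72) and Dll4 (-0.57), arterial genes downstream of Sox7, were lower in the library labelled Sox7 iECKO and so run with the labels. Other assays of Sox7 loss in the study point the same way for the connexin genes, and its reads lack the deleted exon in the Sox7 iECKO library, neither of which was analysed here.

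Cluster 6, a cardiomyocyte-like cluster with Myl7, Cited1 and Cox7a1 among its leading genes, held 4.52% of control nuclei and 7.08% of the others. Ribosomal protein genes took 12.1% of its control UMIs against 0.999% in other cardiomyocyte-like nuclei, a ratio of 12.1, and 12.8 in the other library. A set of nuclear long noncoding RNAs took a median of 1.48% and 1.27% of UMIs per nucleus in cluster 6. In cluster 4 these medians were 5.51% and 6.38%, in cluster 5 6.39% and 8.53%, and in cluster 7 6.13% and 7.80%. The nuclear-encoded oxidative phosphorylation list was higher in cluster 6 by medians of 3.38 and 3.45, at the 99.97 and 99.62 percentiles. Cytoplasmic RNA carried with the nuclei may give these values. The test set for it also needed mitochondrially encoded genes, of which 0 are in the tables, and so was not decided. A trabecular origin is also open, as the trabecular list was higher in the cluster by a median log2 ratio of 0.43 and 0.71, at the 87.1 and 92.0 percentiles and short of the bound set, while the compact list, lower by medians of -0.82 and -1.03, lay at the 21.3 and 14.1 percentiles and so within genes of like level.

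In endothelial-like nuclei 22 of 1103 in control and 26 of 973 in the library labelled Sox7 iECKO were positive for Sox7, Sox9 and Gpc3 before thinning, and in cluster 2 these were 47 of 1383 and 16 of 339. The share quoted from the study above has its own cluster as denominator, so no direction is drawn. The library labelled Sox7 iECKO held 5749 barcodes and the tables list 27908 genes, both fewer than quoted above, while the control barcodes match.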
